A study of Oryza sativa with 8 samples.

How the data were processed

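Total RNA from rice stem tissue was depleted of ribosomal RNA and made into reversely stranded libraries with an Illumina TruSeq kit, per the labels' protocols. Per the file headers, the authors counted fragments per gene with featureCounts 2.0.0 on coordinate-sorted alignments. The annotation was release 7 of the MSU rice gene models, per the file headers. The feature counted was the gene as a whole, so reads in introns were counted with those in exons. The strand option was 2, the setting for reversely stranded libraries. Only fragments with both ends aligned were counted, and chimeric fragments were left out. The command in the file headers held no option to count multiply aligned reads or reads that overlap several genes. The aligner and its version are not given in the sources used here.

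The deposited count columns hold fragment counts per gene as featureCounts writes them, and the command shows no normalization, per the file headers. Their names are those of alignment files and match no sample label. The number of such columns was 8, with 4 in each of the 2 tables, and none of them was read for any result. The other columns, used here, give each gene model's start, end and length in bases, as deposited by the authors.

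Samples were grouped by the titles in the labels, which give the line, the infestation and the replicate number. Before the data were examined, a quasi-likelihood count model across the 4 groups was fixed for the 5 contrasts, with a rule for the genes to be named, tests of gene families and a list of alternatives. The contrasts and their alternatives could not be run without a map from count columns to samples. The gene family tests needed that map and also gene descriptions, which could not be attached. Most of the naming rule rests on the contrasts. Its other part, a gene with no reads in any library of one line, needs only the line. That part was not applied either, for the reason given next for a comparison of the lines, so no gene is named. A comparison of the SM table with the SM92 table, over infested and uninfested libraries together, would need only the table names, which give the line. It was not among the planned contrasts, and it was not made because columns were used only where they could be matched to one labelled sample or group.

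The gene models were summarised with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. A gene model was called overlapping when it shared at least 1 base with another on the same sequence, counted separately for the same and the opposite strand. The overlap search was tested on simulated intervals against an exhaustive comparison of all pairs and found the same intervals. The alternatives were an overlap of at least 100 bases and leaving out ChrUn and ChrSy. A share was called moved when it left the 95% Wilson interval around the original share, which serves here only as a yardstick. The deposited identifiers were searched for in a table of 39387 RefSeq rice genes of assembly ASM3414082v1. The number of identifiers that matched was 0, so no symbols or descriptions were attached and no coordinates of that assembly were used. Coordinates from the tables were counted from 1 and were not converted to another build.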

Results

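Gene expression was measured by strand-specific RNA sequencing in rice stems attacked by the yellow stem borer, a moth whose larvae feed inside the stem. A pair of rice lines was used: SM, described in the labels as susceptible to the insect, and SM92, described as tolerant. Larvae were placed on tillers at the booting stage, when the young panicle is still enclosed in the leaf sheath. Stem tissue was taken 72 hours later, and uninfested plants were sampled at the corresponding time. The labels list 8 samples in 4 groups of 2, namely uninfested SM, infested SM, uninfested SM92 and infested SM92.

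The design implies 5 contrasts. Infested plants are compared with uninfested plants within SM, and again within SM92, to ask which genes respond to the larvae in each line. The difference between these responses asks whether the tolerant line reacts otherwise than the susceptible one. SM92 is also compared with SM among uninfested plants and among infested plants.

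None of these 5 contrasts was computed. The counts came as 2 tables, and each sample's description names the table of its line, so the table gives the line of its 4 count columns. Within a table, these columns carried names of alignment files, which occur in no title, description or other label. Nothing in the labels tied a column to infested or uninfested plants or to a replicate number. The order of the columns and the expression values themselves were not used to fill this gap, because an assignment made from the values would build the outcome into the groups. The contrasts of infestation, and those between lines at one infestation state, need that link. Column totals and a comparison of the lines over all libraries need only the table names. They are not given here either, because only columns that could be matched to one labelled sample or group were used, and none of the 8 count columns met that condition. The depth behind each sample is likewise not analysed here.

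The part of the tables that belongs to no library was examined. Both tables listed 55986 gene models, and identifier, sequence, start, end, strand and length were equal in all 55986 rows. No identifier was repeated. Of these gene models, 55801 lay on the 12 chromosomes. Another 96 lay on the sequence named ChrUn and 89 on the sequence named ChrSy. Chromosome 1 carried the most gene models, 6529, and chromosome 9 the fewest, 3407. The plus strand held 28082 gene models and the minus strand 27904.

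The deposited length was the whole span of the gene model, from its start to its end, in all 55986 rows, so it takes in any introns. Its median was 2393 bases, with quartiles of 1089 and 4106 bases and a range from 84 to 57094 bases. Where gene models overlap, a read can belong to more than one of them. On the same strand, 230 of the 55986 gene models, or 0.411%, shared at least 1 base with another. On the opposite strand, where only the strand of the read separates the genes, the number was 1511, or 2.70%. When an overlap of at least 100 bases was required, the opposite-strand share was 2.45%. These are counts over a fixed annotation and have no sampling error.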

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

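No paired analysis was possible because the count columns carry no replicate number and match no sample label. The alternatives planned for the contrasts, which covered normalization, filters on low counts, other tests, a replicate block and leaving out each library, were not run for the same reason. Whether any response to infestation depends on the processing is therefore open.

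Both alternatives for the overlap of gene models were chosen after seeing the data. With an overlap of at least 100 bases, the share of gene models overlapping another on the opposite strand moved from 2.70% to 2.45%. The share on the same strand went from 0.411% to 0.364%, within its yardstick interval. A stricter limit can only lower a share or leave it unchanged. Only the size of the fall was open, and the interval does not rank the shares by sensitivity. Leaving out ChrUn and ChrSy gave 2.71% and 0.412%, since none of the overlapping gene models lay on those sequences and only the denominator fell. What these overlaps do to the counts was not tested.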
